A study of Mus musculus with 8 samples.

How the data were processed

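Gene expression was measured in the small intestine of mouse embryos at embryonic day 18.5 with 8 Agilent arrays, 4 from controls and 4 from embryos labelled as Rfx6 mutants. Rfx6 encodes a transcription factor of endocrine cells. In the mutants both Rfx6 alleles were floxed, that is, flanked by sites for the Cre recombinase, and Cre was driven by Ngn3 (Neurog3), a gene of endocrine progenitors. By the labels, control replicates 1, 3 and 4 had 1 floxed Rfx6 allele and control replicate 2 had 2. Cre is named for the mutants only, so effects of Cre itself and of Rfx6 deletion share the same contrast. Which exons were floxed is not stated in the labels. The descriptions of mutant replicates 2, 3 and 4 name other Rfx genes, while their titles and source names say Rfx6. The descriptions were read as entry errors and not used.

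Per the labels' protocols, RNA was extracted with TRI-reagent and 100 ng of total RNA was amplified and labelled with a cyanine dye in a single-colour, low-input protocol. Per the file headers, the authors read the slide with Feature Extraction 10.10.1.1 on array design 028005, annotated on genome build mm9, and deposited linear spot intensity values that had not been normalised between arrays. The processed intensity in those files is background-corrected and detrended within each array, with low values replaced by surrogates. The authors also deposited a table of linear intensity values, for which the labels state no processing. Its 8 columns shared the same quartiles and maximum, and their rank correlation with the median pixel intensity of the matching array was 0.99997 to 0.99998 across spots. That table was therefore read as quantile-normalised median intensity and used as an alternative. It lacked 7 of the 62976 spots of an array.

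All 8 arrays lay on 1 slide and were read in 1 scan, so neither slide nor scan date could form a batch. Each row of the slide held 2 controls and 2 mutants, and the row was used as a block in an alternative. No 2 arrays shared more than 1 identical spot value, and each array was counted as 1 replicate.

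The main values were the log2 processed intensity minus the log2 of each array's 75th percentile over the 59305 non-control spots. Control spots and spots marked as outliers were left out (117 to 157 outlier spots per array), and no non-control spot was saturated. Spots of the same probe were averaged, which gave 55681 distinct probes. A probe was called well above background on an array when at least 50% of its spots were, and it was tested when this held on at least 4 of the 8 arrays, counted without regard to group. This left 35472 probes and dropped 20209. For each gene the tested probe with the highest mean over all arrays was kept, giving 25330 genes, of which 6766 had several tested probes. Probes were named through a table of RefSeq accessions (assembly GRCm38.p6, used for names and for the order of genes only) for 26582 probes and through older symbols for 492, and the other 28607 kept the name in the array files. Probe coordinates are those of the array files on mm9. Exon and UTR annotation of mm9 was not used here.

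The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariates), with Benjamini-Hochberg adjustment over all 25330 genes and a threshold of 0.05. Values are given as log2 level relative to the 75th percentile of the array, and differences as mutant minus control. Where a probe was not well above background on 1 or more arrays of the dim group, a fold is given as a lower bound. The bright group's mean was then set against the dim group's mean of 1 value per array. That value was the higher of the dim probe's own value and the lowest value among probes well above background. Such a bound holds for the ratio of group means in the main processing. It does not cover the spread between arrays or other background corrections. Before the data were examined, 13 lists with 150 genes in all were fixed from general knowledge, including published work on such mice, so counts adjusted over a list alone are not independent evidence. Each list was tested as a set with camera (preset correlation 0.01, adjusted over the 13 lists), and again with camera under an estimated correlation and with fry. The lists were peptide hormones, serotonin programme, endocrine transcription factors, general endocrine and secretory granule, nutrient receptors and channels, enterocyte, goblet and Paneth, stem and progenitor, enteric neuron and glia, smooth muscle, erythroid, pancreas and stomach. Genes were named in the text from among Rfx6, up to 10 called genes in each direction with the largest difference whose groups did not overlap and whose name is a plain symbol, every called list member, and all members of the hormone, serotonin and transcription factor lists. Also named are members of the other fixed lists, members of lists written down before their values were seen (acinar, spermatid, sex-linked and intestinal region genes, except Lct, a region gene whose value was known from the enterocyte list) and neighbours tested by position. Any gene outside these was chosen after its values were seen.

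The steps were tested on simulated data for the mutant against control comparison with 25330 genes. Of genes changed by 0.5, 1 and 2 on the log2 scale, 15.3%, 66.7% and 96.9% were recovered, and 6 of 122 calls were false. In a simulation with 1 of the 13 lists shifted, camera and fry called 0 of the other lists. Simulated genes were independent, and each had the same variance on all 8 arrays. The simulations therefore do not test the effect of correlated genes, such as smooth muscle (estimated correlation 0.93), or of an array with wider scatter. The number of arrays limits the precision: with 4 against 4, the smallest two-sided p of an exact permutation test is 0.0286.

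The alternatives fixed before the data were examined were quantile normalisation, centring on the median of probes detected on all arrays, the authors' deposited values, normexp background correction (offset 50), no filter on dim probes, a filter requiring all 8 arrays, every probe on its own, the mean of a gene's probes, eBayes with trend and robust, array weights, the replicate number as a block, the slide row as a block, Xist as a covariate, and leaving out each array in turn. A fit without mutant replicate 1 and with trend and robust eBayes was added after the data were seen.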

Results

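Expression in the small intestine before birth was compared between 4 control embryos and 4 embryos labelled as lacking Rfx6 in cells that had expressed Ngn3-Cre. The comparison asks which genes of intestinal endocrine cells depend on Rfx6. These cells are a small share of the gut wall and secrete peptide hormones or serotonin, and the RNA came from whole intestine. The 75th percentile of spot intensity was 788 to 1027 across the arrays, and 59.7% to 69.9% of probes were well above background. Correlations across genes between arrays were 0.990 to 0.995 among the 7 arrays other than mutant replicate 1, and 0.975 to 0.980 between that array and the others. The SD of its deviations from its group was 0.50, against 0.22 to 0.29 for the others.

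The Rfx6 probe (chromosome 10, 51450116 to 51450175, mm9) did not separate the groups. Its level was -3.23 ± 0.23 (SD, n = 4) in controls and -3.73 ± 1.20 (SD, n = 4) in the arrays labelled mutant, a difference of -0.50 (SE 0.52, limma adjusted p = 0.823). Mutant replicate 1 stood at -5.52, where the probe was not well above background, and mutant replicates 2, 3 and 4 at -3.37, -3.02 and -3.02. Without mutant replicate 1 the difference was 0.0986 (SE 0.15). The probe therefore does not check the labels, and the groups are described here as labelled. Whether the probe lies within the deleted part of the gene is not known from the labels.

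Of 25330 genes tested, 15 passed an adjusted p of 0.05 in limma, 14 lower and 1 higher in the arrays labelled mutant. A difference of at least 2-fold was found for 14 of them, 13 lower and 1 higher. At an unadjusted p under 0.05 there were 1353 genes, 546 lower and 807 higher, and the median difference of all genes was 0.031. For 4.67% of genes the groups did not overlap, against 2.86% by chance, and the groups did not overlap for any of the 15. The count moved most with array weights, which gave mutant replicate 1 a weight of 0.117 and called 42 genes. Leaving out control replicate 2 (the only control with 2 floxed alleles), control replicate 4 or mutant replicate 2 left 10 genes each, all among the 15. Without mutant replicate 1, 15 genes passed, of which 13 were among the original 15.

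Peptide hormone genes made up 8 of the 14 lower genes. Gip (chromosome 11, 95886745 to 95887966, mm9) fell from 2.10 ± 0.24 to -5.93 ± 0.60 (SD, n = 4 each), a log2 difference of -8.02 (SE 0.28, limma adjusted p = 4.79e-06), or at least 213.5-fold, since the probe was well above background on only 1 of the 4 mutant arrays. Ghrl (chromosome 6, 113666114 to 113666173) fell from 3.49 ± 0.30 to -1.37 ± 0.19, a difference of -4.86 (SE 0.17, limma adjusted p = 4.79e-06). Sst (chromosome 16, 23889776 to 23889835) fell from 1.44 ± 0.20 to -3.08 ± 0.16, a difference of -4.52 (SE 0.13, limma adjusted p = 3.39e-06). Nts (chromosome 10, 101944967 to 101945026) fell from 3.10 ± 0.20 to -0.88 ± 0.15, a difference of -3.98 (SE 0.13, limma adjusted p = 4.62e-06). Gcg, which encodes the precursor of GLP peptides (chromosome 2, 62312685 to 62312744), fell from 1.62 ± 0.22 to -1.80 ± 0.17, a difference of -3.42 (SE 0.14, limma adjusted p = 1.21e-05). Smaller falls were measured for Cck (-2.49, SE 0.13, from 4.39 ± 0.19), Pyy (-1.58, SE 0.12, from 0.96 ± 0.17) and Sct (-0.997, SE 0.11, from 6.42 ± 0.06), with limma adjusted p of 9.17e-05, 0.00119 and 0.0290. Their probes lie on chromosome 9 at 121398943 to 121399002, on chromosome 11 at 101968311 to 101968370 and on chromosome 7 at 148464238 to 148464297. Ghrl, Sst, Nts, Gcg and Cck passed in all 21 alternatives, and Gip in the 20 in which it was tested, since the filter requiring all 8 arrays removes it. Pyy passed in 20 of 21. Sct missed the threshold in 9 of 21, among them the fits without control replicate 1, 2, 3 or 4 or mutant replicate 2, 3 or 4, where its adjusted p was 0.0653 to 0.172.

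**Figure D1:**
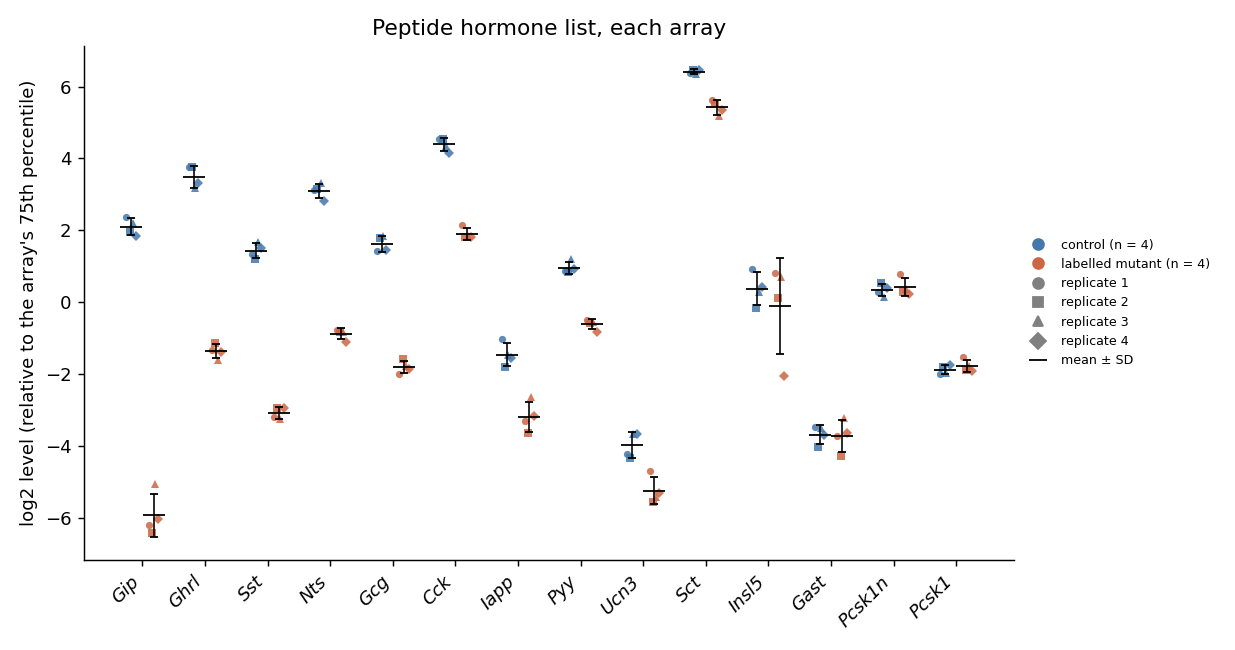
Log2 level of the 14 genes of the peptide hormone list on each array, relative to the array's 75th percentile (vertical axis). Coloured symbols are arrays, with 1 symbol shape per replicate, and black bars are the mean and SD of the 4 arrays of a group. Gip stands at 1.85 to 2.38 in the controls and at -6.41 to -5.05 in the arrays labelled mutant, while Gast, Insl5, Pcsk1 and Pcsk1n overlap between the groups.

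All 14 genes of the peptide hormone list were tested, 12 lower and 2 higher. The 2 higher were Pcsk1 and Pcsk1n, genes of prohormone processing that the fixed list held besides the hormones. Over all genes 8 passed, and 10 did when adjusted over the list alone, the additional 2 being Iapp (-1.74, SE 0.23, limma adjusted p over all genes 0.0618) and Ucn3 (-1.27, SE 0.23, 0.239). Each was lower in all 4 mutant arrays than in any control. Over all genes, Iapp passed in 6 of 21 alternatives (adjusted p 0.0219 to 0.261). Ucn3 passed in 1 of the 20 in which it was tested, with array weights (adjusted p 0.0232, range 0.0232 to 0.739). Gast (-0.04), Insl5 (-0.49), Pcsk1 (0.11) and Pcsk1n (0.08) did not differ beyond the spread between replicates. As a set the list was lower, with a median of -1.66 (camera adjusted p = 7.28e-38, fry adjusted p = 1.56e-06, camera with estimated correlation 4.68e-04). Over the 21 alternatives its median ranged from -1.76 to -1.33.

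Among endocrine transcription factors, Isl1 was lower. Isl1 (chromosome 13, 117088774 to 117088833, mm9) was at -4.05 ± 0.18 (SD, n = 4) in controls and not well above background on any mutant array, which makes it at least 3.19-fold lower (limma adjusted p = 8.33e-04). Under normexp correction, which compresses dim probes, the Isl1 difference was -0.63 and passed. Neurog3 (chromosome 10, 61597452 to 61597511) was higher, 0.15 ± 0.08 against 0.91 ± 0.14, a difference of 0.76 (SE 0.10). Its limma adjusted p of 0.0550 missed the threshold, which it passed in 6 of 21 alternatives. Pax4 was higher by 0.70 (SE 0.14, limma adjusted p = 0.335). All 4 mutant arrays lay above all 4 controls for both genes. Neurod1, Nkx2-2, Insm1, Rfx3, Myt1, St18, Foxa1, Foxa2, Pdx1, Etv1, Mlxipl and Rcor2 had overlapping groups, and Pax6 was not well above background on 4 arrays. Of 17 tested members, 2 passed over all genes, and 2 lower and 2 higher members passed when adjusted over the list alone. The set had a median of -0.07 and a mean of -0.31, with a camera adjusted p of 0.0442. It held under fry (0.00731) but not under an estimated correlation (0.135), and it missed the threshold in 13 of 21 alternatives, with an adjusted p of 0.0208 to 0.645. Among these were the fits without mutant replicate 1 (0.129), mutant replicate 2 (0.185), mutant replicate 3 (0.0587), control replicate 1 (0.0708) and control replicate 2 (0.0671). The median is the same with Isl1 at its bound.

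No gene of the serotonin programme passed over all genes, while Lmx1a passed with array weights (adjusted p 0.0123, range 0.0123 to 0.739). In the fit added after the data were seen, Lmx1a (0.67, adjusted p 0.0389) passed as higher and Gch1 (-0.60, adjusted p 0.0287) as lower. Tph1, which encodes the enzyme that starts serotonin synthesis outside neurons (chromosome 7, 53902553 to 53902612, mm9), stood at -0.24 ± 0.17 (SD, n = 4) in controls and 0.35 ± 0.13 in the arrays labelled mutant, a difference of 0.60 (SE 0.11, limma adjusted p = 0.277). Lmx1a (0.75, SE 0.11, limma adjusted p = 0.109) and Tac1 (0.54, SE 0.11, 0.294) were also higher in all 4 mutant arrays than in any control, and Gch1 (-0.51, SE 0.13, 0.553) was lower in all 4. These 4 genes, 3 higher and 1 lower, passed when adjusted over the list alone and kept their direction in all 21 alternatives. Chga (-0.27), Fev (-0.31), Slc18a1 (-0.03), Slc18a2 (-0.47) and Ddc (0.02) had overlapping groups. The list as a set did not differ (median -0.03, mean 0.04, camera direction up, adjusted p 0.673), and its median and mean differ in sign.

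**Figure D2:**
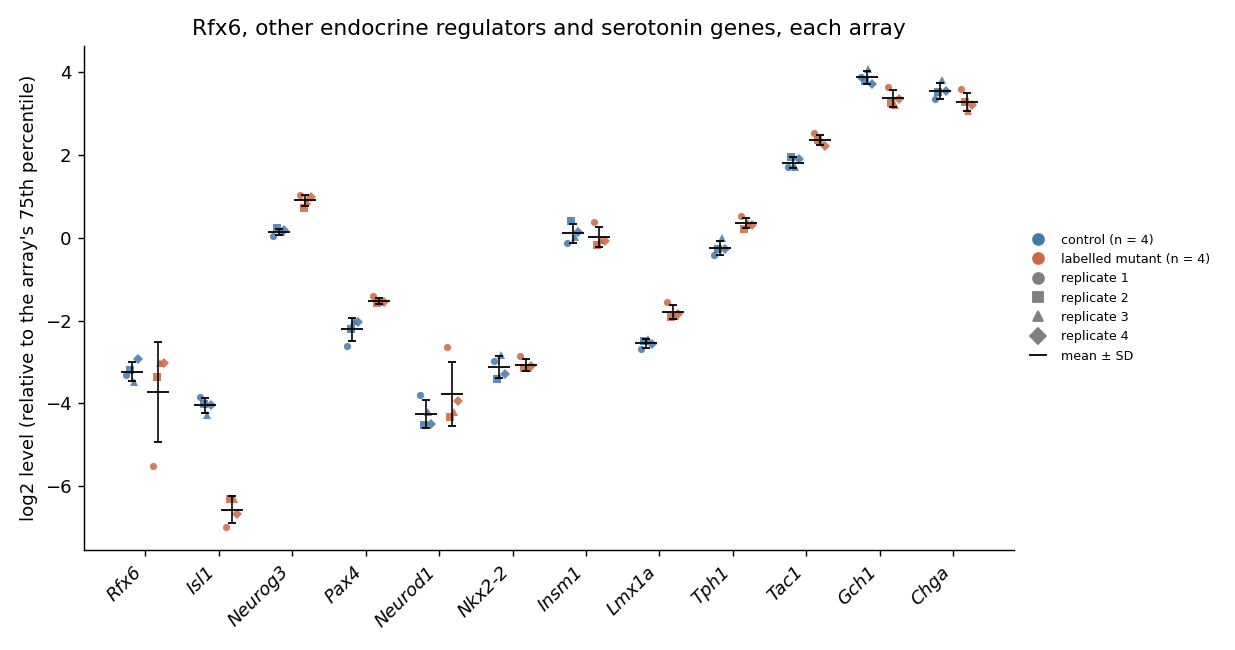
Log2 level of Rfx6, other endocrine regulators and genes of the serotonin programme on each array, relative to the array's 75th percentile (vertical axis). Coloured symbols are arrays, with 1 symbol shape per replicate, and black bars are the mean and SD of the 4 arrays of a group. Isl1 lies lower in all 4 arrays labelled mutant, Neurog3, Pax4, Lmx1a, Tph1 and Tac1 lie higher in all 4, and Rfx6 overlaps, with mutant replicate 1 at -5.52.

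Of 14 general endocrine and secretory granule genes, Scg2 passed. Scg2 (chromosome 1, 79431323 to 79431382, mm9) fell from 0.93 ± 0.15 to -0.20 ± 0.13 (SD, n = 4 each), a difference of -1.13 (SE 0.11, limma adjusted p = 0.0102). It missed the threshold in 5 of 21 alternatives, among them the fits without control replicate 1 (0.0638), 2 (0.0705) or 4 (0.0733) or mutant replicate 2. The same count passed when adjusted over the list alone, and the set did not pass (median -0.02, camera adjusted p = 0.0675, fry 0.245). It passed in 1 of 21 alternatives, without control replicate 3 (median -0.072, adjusted p 0.00949, range over the alternatives 0.00949 to 0.296). Of 10 tested nutrient receptor and channel genes, 8 were lower. Trpa1 (chromosome 1, 14862782 to 14862841) passed over all genes, and so it did when adjusted over the list alone, with a fall from -2.36 ± 0.18 to -3.43 ± 0.16, a difference of -1.07 (SE 0.13, limma adjusted p = 0.0302). It missed the threshold in 11 of 21 alternatives, among them the fits without control replicate 2, 3 or 4 or mutant replicate 1, 2 or 3, where its adjusted p was 0.0697 to 0.171. This set was lower in all 21 alternatives, with a median of -0.34 (camera adjusted p = 1.24e-04, fry 0.00170, estimated correlation 0.0277).

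Of the 8 lists for other cell types and neighbouring organs, 2 passed under camera, pancreas and smooth muscle, both higher in the arrays labelled mutant. Over all genes 0 members of the 8 lists passed in limma. With the slide row as a block, 2 pancreas genes passed, Amy2a5 (adjusted p 0.0239) and Cela2a (0.0197). In 3 further alternatives, and in the added fit (Cela2a, 0.0384), 1 of them passed: Amy2a5 under normexp (0.0293) and without control replicate 3 (0.0460), and Cela2a without mutant replicate 4 (0.0324). The pancreas list (7 of 10 genes tested) had a median of 1.28 (camera adjusted p = 7.01e-04), held under fry (0.0276) and did not under an estimated correlation (0.135). It passed under camera in all 21 alternatives. When adjusted over the list alone, 4 of its genes were higher (Amy2a5, Cela2a, Ctrb1 and Cpa1) and 1 was lower (Ins1, -0.43). By group means, Amy2a5, well above background on 3 of 4 controls, was at least 62.8-fold higher (limma adjusted p over all genes 0.15). Its levels were -6.64 to -1.88 in controls and 0.16 to 3.29 in mutants, so single arrays differed by much less. Cela2a, not well above background on any control, was at least 3.98-fold higher (limma adjusted p over all genes 0.114). The median is the same with Cela2a at its bound. Smooth muscle had a median of 0.20 and a camera adjusted p of 0.0442, which did not hold under fry (0.568) or an estimated correlation (0.873) or in 10 of 21 alternatives. Camera adjusted p was 0.673 for the enterocyte, goblet and Paneth, stem and progenitor, enteric neuron and glia and stomach lists, with medians of 0.060, 0.042, 0.0041, 0.020 and 0.12. For the goblet and Paneth, stem and progenitor and enteric neuron and glia lists the mean had the other sign (-0.014, -0.037 and -0.047), and camera gave the direction as down. Enteric neuron and glia passed in 1 of 21 alternatives, without control replicate 3 (median -0.087, adjusted p 0.0333, range 0.0333 to 0.969), and stomach in 1 of 21, without a filter on dim probes (median 0.61, adjusted p 0.0208, range 0.0208 to 0.989). The erythroid list had a median of 0.0025 and an adjusted p of 0.922. When adjusted over the list alone, 0 members of these 6 lists or of the smooth muscle list passed.

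**Figure D3:**
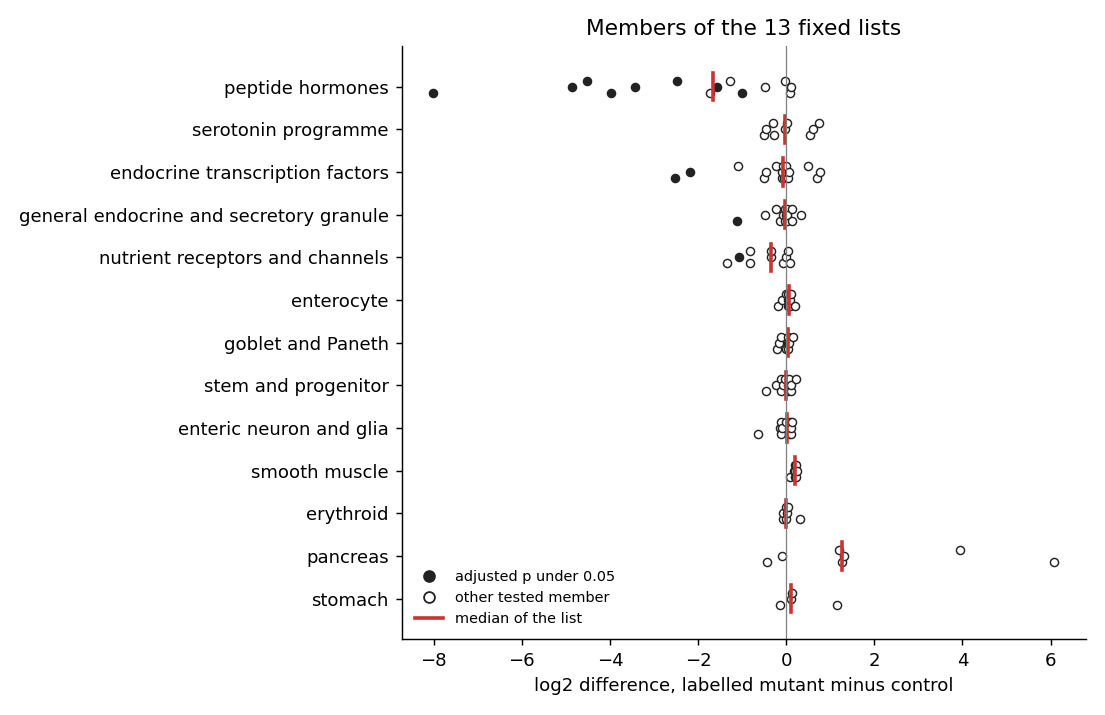
Log2 difference, labelled mutant minus control (horizontal axis), of each tested member of the 13 fixed lists, 1 list per row. Filled circles are genes with a limma adjusted p under 0.05, open circles the other members and red bars the median of each list, at -1.66 for peptide hormones, -0.34 for nutrient receptors and channels and 1.28 for pancreas.

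The only gene called higher was B3galt2 (chromosome 1, 145496531 to 145496590, mm9), which encodes a galactosyltransferase. Its probe was not well above background on any control array and stood at -2.20 ± 1.30 (SD, n = 4) in the arrays labelled mutant, at least 13.2-fold higher (limma adjusted p = 0.0130). Mutant replicate 1 was at -4.15 and the other 3 at -1.56 to -1.54. The log2 difference stayed between 2.08 and 6.17 in 20 alternatives and missed the threshold in 8, with an adjusted p of up to 0.123 with the deposited values and of 0.0535 to 0.0785 without control replicate 1, 2, 3 or 4 or mutant replicate 2 or 3. The Cdc73 probe at 145456507 to 145456566 on the same chromosome, chosen after its values were seen, fell from -1.05 ± 0.08 to -2.21 ± 0.32, a difference of -1.16 (SE 0.16, limma adjusted p = 0.0618). By the gene table, B3galt2 lies within Cdc73. The other 2 called probes carry no gene symbol. One, named for an Ensembl transcript, lies on chromosome X at 54233419 to 54233478 (-2.03, SE 0.18, limma adjusted p = 0.00596), and the other on chromosome 8 at 20020465 to 20020524 (-1.12, SE 0.13, 0.0302), at least 2.16-fold lower, since it was well above background on only 2 of the 4 mutant arrays.

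**Figure D4:**
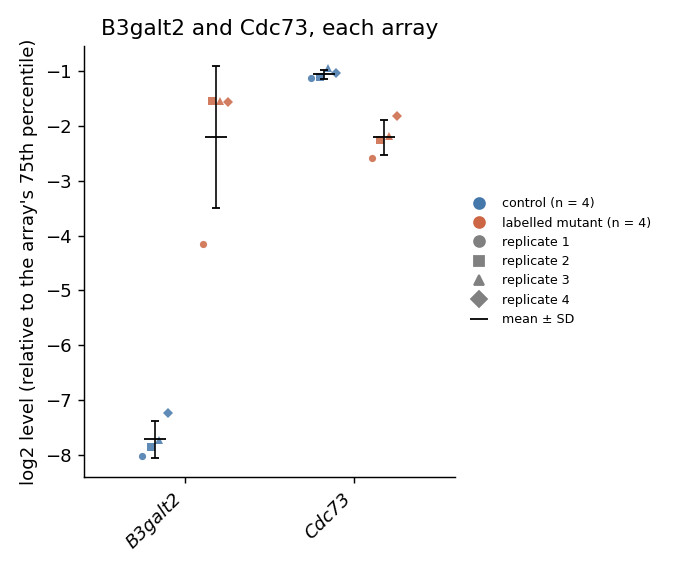
Log2 level of B3galt2 and Cdc73 on each array, relative to the array's 75th percentile (vertical axis). Coloured symbols are arrays, with 1 symbol shape per replicate, and black bars are the mean and SD of the 4 arrays of a group. All 4 arrays labelled mutant lie above the controls for B3galt2, whose control values are not well above background, and below them for Cdc73.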

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

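The tests of a GC trend as the whole cause, of a mislabelled sample and of Rfx6 without mutant replicate 1 were chosen only after the results were seen, and the reading of the spike-in test was set after its value was seen. In 92 groups of 4 arrays (named genes and 3 array measures), 10 held an array farther from the other 3 than Dixon's 95% criterion allows, against 4.6 by chance at 1 in 20. In 7 of the 10 that array was mutant replicate 1.

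Mutant replicate 1 had a mean correlation of 0.978 with the other arrays, against 0.990 to 0.991 for the other mutants. It was low for Rfx6 (-5.52, others -3.37 to -3.02), B3galt2 (-4.15, others -1.56 to -1.54) and Slc18a2 (-3.19, others -1.78 to -1.53), and high for Cck (2.16, others 1.80 to 1.83), Lmx1a (-1.55, others -1.90 to -1.84) and Nkx2-2 (-2.85, others -3.15 to -3.11). Over all genes, 2072 lay more than 2-fold below the median of the other mutant arrays and 250 above it. In the other 7 arrays, 97 to 276 genes lay that far below the rest of their group.

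Several explanations are argued against. Position on the array explained 1.01% of the variance of its spot deviations, less than the 1.06% to 3.62% in the other arrays. Spots of the same probe agreed as well as elsewhere, with a median SD of 0.0615 against 0.0543 to 0.0629. RNA of another tissue as the whole cause would put more genes far above than far below, and 250 genes lay above against 2072 below. The loss was not limited to dim probes, since 176 of the 6333 brightest genes (25% of those tested) were more than 2-fold below, against 3 to 15 in other arrays. A control embryo under a mutant label would have control levels of hormone genes, and at 8 of the 8 called peptide hormone genes this array lay nearer the other mutants than the controls. All 8 were also called without this array, so the choice of these genes did not rest on it.

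Explanations by labelling and by GC content remain open in part. Deviations followed probe GC content more than on any other array, with r = 0.244 across spots (others -0.159 to 0.069), where spots are not independent replicates. The trend explained 5.97% of their variance, and its removal left an SD of 0.577, above every other array, which argues against it as the whole cause. Spike-in probes, added to the RNA before labelling, deviated with an SD of 0.35, just above the highest other array (0.306) and below the 0.492 of gene probes on the same array, so labelling or hybridisation cannot be told apart from a property of the RNA with 14 spike-in probes. Their median deviation was 0.275, against -0.171 to 0.065 on the other arrays, while the 75th percentile of gene signal was the lowest of the 8. These values go with less sample RNA per spike-in on this array. Scaling removes a uniform shift, and whether a low amount led to uneven amplification, or RNA quality or the embryo differed, was not tested.

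The Rfx6 probe did not separate the groups even without this array: the difference was then 0.0986, so a fall hidden by 1 odd array is argued against. The low value of mutant replicate 1 may be part of the loss of signal in a subset of genes on that array. There 2072 genes lay more than 2-fold below the median of the other mutants and 250 above it. B3galt2 and Slc18a2 were low on the same array. A probe outside the deleted exons and Rfx6 transcript that persists after deletion are open and were not tested.

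The remaining 3 arrays stood out by little. Rfx3 was -4.22 on mutant replicate 4 (others -4.70 to -4.64), Foxa2 was -1.13 on control replicate 3 (others -1.39 to -1.35) and Rcor2 was 0.773 on mutant replicate 2 (others 0.875 to 0.885). None of these genes was called, and 4.6 such cases arise by chance, so neither a technical nor a biological explanation was tested.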

How the results depend on the processing

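The fit without mutant replicate 1 and with trend and robust eBayes was added after the data were seen. The other 21 alternatives were fixed beforehand, and all of them were run. Over these, 786 comparisons of a named gene kept direction and side of the threshold, 35 missed the threshold, 14 newly passed it and 40 changed direction, all 40 in genes that were not called. Peptide hormones (median -1.76 to -1.33) and nutrient receptors (-0.44 to -0.14) stayed lower and pancreas (0.91 to 1.55) higher, past the threshold, in all 21. Where a value below changed side or direction, the cause was not tested unless it is given.

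With quantile normalisation the endocrine transcription factors missed the threshold (median -0.088), 1 of the 8 other lists passed in place of 2, and medians turned negative for enterocyte (-0.065), erythroid (-0.055), goblet and Paneth (-0.099), stem and progenitor (-0.012) and Ddc (-0.0023). With the deposited values the transcription factors missed it (-0.084), 1 other list passed, and enterocyte (-0.044), erythroid (-0.035), goblet and Paneth (-0.082), stem and progenitor (-0.010), Ddc (-0.025) and Foxa1 (-0.0024) turned negative. Median centring turned the general endocrine list to 0.0098. With normexp 27 genes passed, 19 lower and 8 higher, 14 of them among the 15. The transcription factors missed the threshold (-0.053), 1 other list passed, and the general endocrine list (0.0027), Gast (0.028) and Rfx3 (0.014) turned positive.

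Without a filter the stomach list passed (0.61, adjusted p 0.0208), so that 3 other lists did, and the erythroid list turned to -0.0027. Requiring all 8 arrays removed Rfx6, Gip, Isl1, B3galt2, Ucn3, Myt1 and St18, among others, which have no value there, and the transcription factors, without Isl1 among others, turned to 0.0021, with 1 other list past the threshold. With every probe on its own the transcription factors missed it (-0.060) and enteric neuron and glia turned to -0.014. With the mean of a gene's probes these gave -0.062 (missed) and -0.023, and Foxa2 turned to -0.028.

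Trend and robust eBayes called 23 genes, 14 of them among the 15, and the transcription factors missed the threshold (-0.070). Array weights called 42 genes, all 15 among them, 29 with a 2-fold difference, and 1 other list. Enteric neuron and glia (-0.082), goblet and Paneth (-0.032), stem and progenitor (-0.10), Ddc (-0.083), Foxa1 (-0.0083), Foxa2 (-0.11), Pcsk1 (-0.012), Pcsk1n (-0.079) and Pdx1 (-0.034) turned negative. With the replicate number as a block 7 genes passed, all 7 with a 2-fold difference, and the transcription factors missed the threshold (-0.070). Samples share only a number there: same-number correlations of deviations were -0.093, 0.057, -0.069 and 0.091, so the block takes up degrees of freedom without pairing anything. With the slide row as a block 18 genes passed, 14 of them among the 15, and 2 pancreas genes (Amy2a5 and Cela2a) passed where 0 had. With Xist as a covariate 1 other list passed, enteric neuron and glia (-0.021), stem and progenitor (-0.0066), Ddc (-0.021) and Foxa2 (-0.0061) turned negative, and Gast (0.066) positive.

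The added fit called 42 genes, 14 of them among the 15, 25 with a 2-fold difference, and 1 other list. Neurog3 (0.71, adjusted p 0.00957), Lmx1a (0.67, 0.0389), Gch1 (-0.60, 0.0287) and Ucn3 (-1.45, 0.0423) newly passed, as did Cela2a (0.0384). Rfx6 turned to 0.099, the transcription factors missed the threshold (-0.082), and enteric neuron and glia (-0.023), enterocyte (-0.034), erythroid (-0.014), goblet and Paneth (-0.064), stem and progenitor (-0.064), Ddc (-0.10), Foxa2 (-0.092), Nkx2-2 (-0.013), Pcsk1n (-0.050) and Pdx1 (-0.082) turned negative.

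Leaving out each array in turn gave 10 to 22 called genes, 10 to 22 with a 2-fold difference and 1 to 2 other lists. Without mutant replicate 4 the count was 22. Without control replicate 3 the general endocrine list (adjusted p 0.00949) and enteric neuron and glia (0.0333) passed as lower, and smooth muscle did not (0.604). The Rfx6 difference ranged from -0.73 to 0.099. List medians ranged from -0.092 to -0.042 for transcription factors, -0.072 to 0.0027 for general endocrine, -0.10 to 0.043 for serotonin, -0.087 to 0.098 for enteric neuron and glia, -0.034 to 0.13 for enterocyte, -0.18 to 0.21 for erythroid, -0.064 to 0.061 for goblet and Paneth and -0.064 to 0.081 for stem and progenitor. Gene differences ranged from -0.10 to 0.15 for Ddc, -0.092 to 0.082 for Foxa2, -0.21 to 0.15 for Gast, -0.80 to 0.16 for Insl5, -0.21 to 0.0094 for Insm1, -0.035 to 0.16 for Nkx2-2, -0.050 to 0.14 for Pcsk1n, -0.082 to 0.11 for Pdx1, -0.19 to 0.039 for Rfx3 and -0.20 to 0.043 for Slc18a1.

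Signal over background limits the dimmest genes. The size of the Gip, Isl1, B3galt2 and Amy2a5 differences depends on how values near background are set: under normexp they were -5.58, -0.63, 2.08 and 4.48.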

Other observations

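The tests of 1 odd array, of the sex of the embryos and of hormone loss through islet RNA or loss of all endocrine cells were chosen only after the results were seen, as were the chance share and the reading of the spermatid test. Of the 35 splits of the 8 arrays into 4 and 4, only 1, the real one, gave as many as 15 called genes, and only that 1 gave as many as 14 with a 2-fold difference. The largest other split gave 8 genes and 4 other splits gave any. Chance is thus argued against as the source of either count, but 1 of 35 is the lowest share this test can give.

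B3galt2 rose and Cdc73 fell, and B3galt2 lies within Cdc73. An odd array is argued against, since leaving out each array in turn kept the log2 difference of B3galt2 at 5.30 to 6.17 and that of Cdc73 at -1.29 to -1.03. A hypothesis is that this locus is altered in embryos carrying Cre, for example by an insertion or by strain DNA, which the design cannot separate from an effect of Rfx6. Of 11 tested neighbours, 0 had an unadjusted p under 0.05 (smallest 0.115), so a change reaching well beyond the pair found no evidence, while 11 genes are too few to exclude it and a change limited to the pair stays open. Altered DNA or transcription at this chromosome 1 locus thus cannot be told apart from regulation by Rfx6. Without mutant replicate 1 B3galt2 differed by 6.17 (limma adjusted p = 2.96e-05, range over the alternatives fixed beforehand 1.67e-05 to 0.123), and leaving out any control replicate made it miss the threshold (0.0535 to 0.0785).

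Acinar genes of the pancreas were higher in the arrays labelled mutant. Of 11 tested genes of acinar secretory proteins outside the fixed list, written down before their values were seen, 9 were higher, with a median of 0.74 and a range of -0.080 to 2.30. The same list held the transcription factors Rbpjl (0.11) and Bhlha15 (0.19), left out before the values were seen because they are not secreted, and 3 genes that were too dim. With both factors the median was 0.35 over 13 genes. The median of 0.74 is the value of Reg1, which the gut samples hold at a high level. Their mean was -1.81 ± 0.10 (SD, n = 4) in controls and -1.13 ± 0.28 in mutants (exact permutation p = 0.0286, the smallest that 4 against 4 can give). In limma 5 had an unadjusted p under 0.05 and 0 passed over all genes. All 11 were well above background on all 4 controls, so the gut samples hold them at baseline. A mix-up of 2 arrays is argued against, since 4 of 4 mutant arrays lay above every control. The values are consistent with pancreatic acinar tissue carried along at dissection in differing amounts. Against a simple version, Ctrl (-0.03), Rnase1 (-0.08), Ctrc (0.07) and Ins2 (-0.10) did not rise. Expression of these genes in the intestine itself, as an effect of the mutation or of Cre, was not tested and stays open, and amylase, elastase and trypsin probes can share signal between close family members.

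The fall of peptide hormone genes was set against other explanations. Islet RNA in the control samples would bring Sst, Gcg, Iapp and Ghrl only, and with them insulin. The insulin genes had a median difference of -0.268 (Ins1 -0.43, Ins2 -0.10) against -3.42 for Gcg, which goes against it. In controls Ins2 stood at -1.85 ± 0.30 and Ins1 at -4.60 ± 0.24 (SD, n = 4), below Gcg (1.62), Sst (1.44) and Ghrl (3.49). These values argue against islet RNA in the control samples as the main source of the falls of Gcg, Sst and Ghrl. Iapp, at -1.46 in controls, is not settled by them. With 2 insulin genes whose signal in gut is of unknown origin, a small share of islet RNA is not excluded. A different stretch of intestine would lower the hormones of one end only, whereas Gip and Cck, typical of the proximal part, and Nts and Pyy, typical of the distal part, all fell. Marker genes of the ends (4 proximal and 4 distal) changed by -0.413 as proximal minus distal (exact permutation p = 0.143), mostly through Fabp6 (2.33, limma adjusted p = 0.294). Loss of all endocrine cells is argued against by Tph1, which was higher by 0.599, and by the general endocrine genes, whose mean fell less than that of the hormones by 2.27 (exact permutation p = 0.0286, the smallest possible). The general list itself was lower past the threshold without control replicate 3 (median -0.072). Enteric neurons also express many of the general genes, which limits the second comparison. A hypothesis left open is that peptide hormone cells are lost or stay immature while cells of the serotonin type remain. Of the 9 genes of the serotonin list, however, 5 were lower and 4 higher, and Gch1 was lower in all 4 mutant arrays. RNA of whole tissue does not separate loss from immaturity. Strain DNA around the floxed allele is argued against as the source of the calls, since 4.71% of 85 tested genes within 10 Mb of Rfx6 had an unadjusted p under 0.05, against 5.13% of the others (Fisher's exact test p = 1).

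Neurog3 was higher by 0.76 on the arrays labelled mutant. If a Cre transgene carried extra copies of the Neurog3 region, neighbouring genes could be higher too, and 1 of 10 tested neighbours was higher at an unadjusted p under 0.05 (Tspan15, 0.32, adjusted p 0.821). Extra copies of the Neurog3 region carried by the Cre transgene cannot be told apart from a larger progenitor pool or lost repression, because a construct may hold Neurog3 without its neighbours.

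The genes Prm1, Prm2 and Tnp1, which are typical of adult spermatids, were chosen after mutant replicate 1 was seen to lie far above the rest for them. Their levels there were 1.32, 0.13 and -0.29, against medians of -4.33, -3.99 and -4.49 on the other arrays, and the highest other values were -0.47, -1.86 and -2.16. Xist was high and Y-linked signal low on that array. Of 15 further spermatid genes, written down before their values were seen, 8 were above every other array, against 4.42 expected from the 29.5% of all probes that were highest on this array (one-sided exact binomial p = 0.0455). A trace of adult testis RNA may explain this, but 5 of the 15, Odf1, Oaz3, Pgk2, Crisp2 and Acrv1, were not well above background there, so with so few genes RNA of adult testis in this sample cannot be told apart from the array's wider scatter. No biological explanation was tested.

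Retnlb, chosen after its values were seen, fell into 2 sets that cross the groups. It was 4.96, 4.67 and 4.98 on control replicates 1 and 3 and mutant replicate 1, and -4.99, -6.17, -5.11, -4.36 and -4.70 on control replicates 2 and 4 and mutant replicates 2, 3 and 4. No technical or biological explanation was tested.

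By Y-linked genes and Xist, control replicates 1 and 3 and mutant replicate 3 came from male embryos and the other 5 arrays from females, which the labels do not state. Y-linked means were -1.13, -1.04 and -0.96 on those 3 arrays and -7.76 to -7.06 on the others. Males were 2 of the controls and 1 of the mutants (exact permutation p = 0.771 for Y-linked minus Xist level). Sex is argued against as the source of most calls, since with Xist as a covariate 14 genes passed, 13 of them among the 15. Trpa1 (limma adjusted p = 0.0594) and the chromosome 8 probe (0.0653) then missed the threshold, but their differences kept their size, at -1.10 (SE 0.13) and -1.08 (SE 0.13) against -1.07 and -1.12 without the covariate, which argues against sex as their source too.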
